# RNA-Seq Analysis Reveals a Negative Role of KLF16 in Adipogenesis

**DOI:** 10.1371/journal.pone.0162238

**Published:** 2016-09-09

**Authors:** Min-Kyung Jang, Sunwoo Lee, Myeong Ho Jung

## Abstract

In this study, we performed high throughput RNA sequencing at the preadipocyte (D0) and differentiated adipocyte (D7) stages of primary brown preadipocyte differentiation in order to characterize the transcriptional events regulating differentiation and function. Compared to the preadipocyte stage (D0), 6,668 genes were identified as differentially expressed genes (DEGs) with a fold change of ≥ 2.0 at the differentiated adipocyte stage (D7). Several adipogenic genes including peroxisome proliferator-activated receptor-γ (PPARγ) and CCAAT/enhancer-binding protein-α (C/EBPα), and Krüppel-like factor (KLF) family genes were differentially expressed at D0 and D7. Since KLF16 gene expression was downregulated at day 7 and its adipogenic function has not been characterized, we investigated its role in adipogenesis. Knockdown of KLF16 stimulated the differentiation of both brown and 3T3-L1 preadipocytes, and led to increased PPARγ expression. However, overexpression of KLF16 had opposite effects. Furthermore, KLF16 downregulated PPARγ expression in brown adipocytes and inhibited its promoter activity. These results indicate that KLF16 inhibits adipogenesis through downregulation of PPARγ expression.

## Introduction

There are two distinct types of adipose tissues, white adipose tissue (WAT) and brown adipose tissue (BAT). WAT plays a role in maintenance of energy homeostasis by storing lipids and releasing free fatty acids, as well as regulating whole-body insulin sensitivity by secretion of several adipocytokines [1]. BAT is a major site of nonshivering thermogenesis mediated by uncoupling of protein-1 (UCP1) in the mitochondria [2]. BAT can reduce diet-induced weight gain by increasing energy expenditure and improving insulin sensitivity [2]. Therefore, enhancing the differentiation and function of brown adipocytes may be therapeutically useful for treating obesity and its associated metabolic disorders. Consequently, understanding the molecular mechanisms regulating brown adipocyte formation should provide necessary insight for the development of novel treatment strategies against obesity.

The differentiation of brown and white preadipocytes into adipocytes (adipogenesis) occurs in several stages and is regulated by a cascade of key transcription factors [3, 4], including peroxisome proliferator-activated receptor-γ (PPARγ) and CCAAT/enhancer-binding protein-α (C/EBPα). PPARγ is a master regulator of adipogenesis of both types of preadipocytes, and induces expression of mature adipocyte phenotype-genes including the fatty acid binding protein (aP2), CD36. C/EBPα maintains PPARγ expression, and is required for differentiation of white preadipocytes but not brown preadipocytes. The master regulator of brown adipocyte differentiation is PRDM16 (PR-domain containing protein-16), which regulates PGC-1α (PPARγ-coactivator-1α), C/EBPβ, PPARγ, and PPARα, as well as induces expression of brown adipose-specific genes. Other transcription factors such as C/EBPδ, glucocorticoid (GR), cAMP response element binding protein (CREB), and sterol regulatory element-binding protein-1 (SREBP-1c) positively regulate adipogenesis. In addition, the Wnt/β-catenin pathway negatively regulates adipocyte differentiation. However, the transcription factors involved in differentiation of brown preadipocytes have not been defined yet.

In order to determine the factors and mechanisms regulating brown preadipocyte differentiation, we performed RNA-Seq to investigate the global gene expression patterns in primary (D0) and differentiated (D7) brown adipocytes. We determined that KLF16 is downregulated at D7, and is therefore a novel negative regulator of adipogenesis.

## Materials and Methods

### Antibody and reagent

The antibodies for KLF16 and PPARγ was purchased from Abcam (Cambridge, MA). Insulin, T3, indomethacin, isobutylmethylxanthine (IBMX) and dexamethasone were purchased from Sigma Aldrich (St. Louis, MO). Dulbecco’ Modified Eagles’ Medium (DMEM), fetal bovine serum (FBS), and penicillin/streptomycin were purchased from Life Technologies (Grand Island, NY)

### Isolation of brown preadipocytes and differentiation analysis

Primary brown preadipocytes were isolated from interscapular BAT of newborn mice, and immortalized with the retroviral plasmid, pBabepuro-large T, as previously described [5]. A pregnant C57BL/6J mouse which was purchased from Central Lab. Animal Inc. (Seoul, South Korea) was housed in polycarbonate cages under a12-h light-dark cycle at 21~23°C and 40~60% humidity until birth. Four mouse (1 day old) of either sex were used in this study. The mice was euthanized by CO_2_ exposure. The animal protocol used in this study was reviewed and approved by Pusan National University’s Institutional Animal Care and Use Committee (PNU–IACUC) in accordance with established ethical procedures and scientific care (approval number: PNU-2015-0940). Immortalized brown preadipocytes were cultured in DMEM containing 10% FBS and 1% penicillin/streptomycin. To differentiate brown preadipocytes, 90% confluent preadipocytes at day 0 were incubated in differentiation medium (20 nM insulin, 1 nM T3, 125 μM indomethacin, 500 μM IBMX and 0.5 μM dexamethasone), for 2 days, and then treated with differentiation medium supplemented with 20 nM insulin and 1 nM T3. 3T3-L1 preadipocytes obtained from the American Type Culture Collection (Manassas, VA, USA) were differentiated as described in brown adipocyte differentiation. At the indicated days, differentiated cells were stained by Oil Red O staining or subjected to qPCR.

### Total RNA preparation and Quantitative real time PCR (qPCR)

Total RNA was extracted using TRIZOL^®^ (Invitrogen, Paisley, Scotland) according to the manufacturer's instructions. DNA was digested using DNase I (Sigma). Total RNA was quantified by absorption of light at A260 using a spectrophotometer and the quality was checked by analyzing the A230/260 and A260/280 ratios (QIAxpert^®^, Qiagen, Hilden, Germany). cDNA was generated from 1 μg of total RNA using the GoScript^™^ Reverse Transcription System (Promega, Madison, WI) according to the manufacturer's protocol. PCR amplification was performed using gene specific primers. The primers used in this study are listed in S1 Table.

### Construction of transcriptome libraries and sequencing

Libraries were prepared according to Illumina’s protocol. Briefly, fragmentation buffer was added to samples in order to segment the mRNA into short fragments. Taking these short fragments as templates, random hexamer-primer was used to synthesize the first-strand cDNA. The second-strand cDNA was synthesized using buffer, dNTPs, RNaseH, and DNA polymerase I. Double-stranded cDNA was purified using the QiaQuick PCR extraction kit and resolved with EB buffer. Following synthesis of the 2^nd^ strand, end repair, addition of single A base, and adaptor ligation, cDNAs were connected to sequencing adaptors. The UNG enzyme was used to degrade the second-strand cDNA, and the product was purified using a MiniElute PCR Purification kit, following PCR amplification. The concentration of each library was measured by real-time PCR. Agilent 2100 Bioanalyzer was used for profiling the distribution of insert size. Constructed libraries were sequenced on an Illumina HiSeq^™^ 2000 according to the manufacturer’s instructions (Illumina Inc., USA); they were sequenced for 90 cycles. The HiSeq Control Software (HCS v1.1.37) with RTA (v1.7.45) was used to determine the management and execution of the experimental runs.

### Sequencing data analysis

Images generated by HiSeq^™^2000 analysis were converted to nucleotide sequences by base calling and stored in a FASTQ format. Clean reads were generated after filtering the dirty reads, which contained adaptors and unknown or low Phred quality scored-bases from raw reads. Several steps were performed for filtering the raw data as follows: 1) Reads containing > 9 N bases were removed. 2) Reads with > 36 low quality bases (<Q_20_) were removed. 3) Adaptor contamination was removed. 4) Duplication reads were removed. In addition, clean reads were mapped to reference mouse genome (mm10) and gene sequences using SOAP2aligner/SOAP2. Mismatches ≤ 5 bases were included in the alignment. Reads matched with reference rRNA sequences were also mapped and removed. To annotate gene expression, FPKM (fragments per kb per million reads) values of each gene were calculated and DEGs (differentially expressed genes) were extracted using the Agilent GeneSpring 7.3 program (Agilent Technologies, Palo Alto, CA, USA). A gene was considered differentially expressed if the difference in FPKM values between the two samples (D0 and D7) was ≥ 2.0-fold (i.e., log2 ratio > 1.0). For expression pattern analysis, hierarchical clustering analysis was performed using the Agilent GeneSpring 7.3 program. Furthermore, functional enrichment analysis was done using the Gene Ontology (GO) functional classification system (http://www.geneontology.org) and DAVID website (http://david.abcc.ncifcrf.gov/). All RNA-Seq data were deposited to the NCBI sequence read archive (SRA) database under accession number GSE73279.

### siRNA knockdown and plasmid DNA transfection

siRNAs for Fox and KLF16 genes used in this experiment were purchased from Sigma. The KLF 16 expression vector (pCMV-KLF16) was kindly provided by Dr. Urrutia. Brown preadipocytes and 3T3-L1 preadipocytes were transfected with siRNA or KLF 16 expression vector using the lipofectamine RNA iMAX reagent kit or lipofectamine LTX with PLUS Reagent kit (Invitrogen). The transfected cells were differentiated in differentiation medium 2 days after transfection.

### Reporter assay

The construction of mouse PPARγ promoter reporters was described previously [6]. For luciferase assays of PPARγ promoters, HepG2 cells or 3T3-L1 preadipocytes (2 × 10^4^ cells/well in a 96-well plate) were cotransfected with pCMV-KLF16 and PPARγ-Luc reporters and the luciferase activities were determined with a Dual-Glo Luciferase assay system kit (Promega).

### Statistical analysis

Data are expressed as the mean ± SEM. Statistically significant differences were determined by the two-tailed Student's t-test. For all statistical analyses, *p* values below 0.05 were considered significant.

## Results

### Adipogenesis of primary brown preadipocytes

In order to get a global view of gene expression during adipogenesis of brown preadipocytes, RNA-Seq was performed to identify the genes involved and their function. RNA was isolated from primary cultured brown preadipocytes (D0) and differentiated adipocytes (D7). Differentiation of brown preadipocyte at D7 was confirmed by oil red O staining (Fig 1A) and measurement of PPARγ and C/EBPα levels by qPCR (Fig 1B). As shown in Fig 1, complete lipid accumulation and elevated expression of PPARγ and C/EBPα was observed. Furthermore, qPCR analysis demonstrated that brown specific genes including UCP1, PRDM16, elongation of very long-chain fatty acids 3 (Elovl3), cell death-inducing DFFA-like effector a (Cidea) and epithelial V-like antigen 1 (Eva1) were upregulated at D7 (Fig 1C). These results indicate that primary brown preadipocytes were fully differentiated at D7.

**Fig 1:**
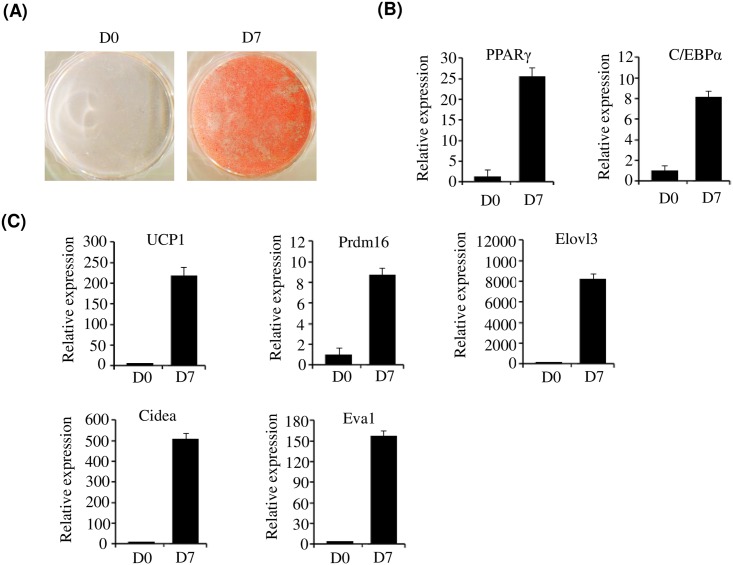
In vitro adipogenesis of primary brown preadipocytes. (A) Oil red O staining of primary brown preadipocytes. After inducing differentiation of primary brown preadipocytes, cells were stained with Oil Red O at D0 and D7 (B) Expression of PPARγ and C/EBPα was measured at D0 and D7 by qPCR. (C) Expression of brown adipocyte-specific genes, including UCP-1 and PRDM16, was measured at D0 and D7 by qPCR.

### RNA sequencing and identification of differentially expressed genes (DEG)

mRNA fractions were isolated from total RNA obtained from brown preadipocytes at D0 and brown adipocytes at D7. An RNA-Seq library was generated using these mRNA fractions by RNA fragmentation, random hexamer-primed cDNA synthesis, linker ligation and PCR amplification. Each library was sequenced using an Illumina HiSeq 2000. 

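RNA-Seq compared brown preadipocytes at D0 with brown adipocytes at D7, with 1 library per stage. Brown preadipocytes are precursor cells taken from the interscapular brown adipose tissue of newborn mice. The differentiation medium in the paper held 20 nM insulin, 1 nM T3, 125 μM indomethacin, 500 μM IBMX and 0.5 μM dexamethasone for 2 days. The labels of the samples give 100 nM insulin and 2 μg/ml dexamethasone, with the same indomethacin, IBMX and T3. They also give another serum concentration, and name the cells as primary cultures where the paper's methods describe immortalization with large T. The authors removed duplicate reads and rRNA reads and aligned the others to the mouse genome (mm10) and to gene sequences with SOAP2. They then gave each gene 1 FPKM value per library, that is, fragments per kb of transcript and per 1000000 reads. These values were used as deposited, without a logarithm and without rescaling between the libraries. Of the 27324 rows of the table, 23361 held values for both libraries. The libraries were prepared with degradation of the second strand, but the paper's text does not name whether strand was used in counting, so values of genes that overlap others are uncertain. An FPKM value does not give the number of fragments behind it. This number was recovered from 646 genes with a single exon. With 177 bp taken from the length of each gene at D0 and 180 bp at D7, 100% of the 90 values of up to 20 fragments at D0 and of the 99 at D7 lay within 0.1 of a whole number. With lengths shuffled among the genes, 9.3% and 18.4% did. The FPKM values were thus relative to 21436590 fragments at D0 and 18238038 at D7. As read pairs, these are 42873180 and 36476076 reads, or 94.8% and 83.9% of the mapped reads in the paper, which are 45234167 and 43495517. A single fragment was worth 1.18 times as much FPKM at D7 as at D0. In genes with several exons and 1 annotated transcript, 71.7% of the low values at D0 and 70.5% at D7 were whole, so numbers of fragments in such genes are approximate. Intervals of ratios are exact 95% Clopper-Pearson intervals on these fragments. They cover counting error only and compare the 2 libraries, not the stages. No difference had a replicate check, and no p-value was computed. A gene listed at 0 in a library was given no ratio, since a count of 0 allows up to 3 fragments.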

To evaluate whether the RNA-Seq data was of sufficient quality for further analysis, we first assessed the global quality of the obtained reads (Fig 2A). After trimming, 46,514,037 (D0) and 44,636,342 (D7) clean reads were generated. Among these reads, 45,234,167 (D0) and 43,495,517 (D7) were mapped to the reference genome with mapping ratios of 97.2% and 97.4%, respectively (Fig 2B). This demonstrates the high quality of our sequencing datasets. Differentially expressed genes (DEG) were defined as those with a fold change of ≥ 2.0 on D7 compared to D0 (Fig 2C). Of these, 2,836 genes were upregulated and 3,832 genes were downregulated. 

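FPKM was above 0 in both libraries for 14986 genes. Of these, 2767 were higher at D7 by at least 2.0-fold and 1980 were lower, so that 41.7% of the 4747 changed genes were lower. The higher genes had a median FPKM of 0.707 at D0 and 3.97 at D7. The lower genes had a median FPKM of 4.59 at D0 and 1.28 at D7. FPKM reached 1 in at least 1 library in 3300 of the changed genes. Another 1012 genes were listed at 0 at D0 only and 673 at D7 only, and 6690 were listed at 0 in both. FPKM reached 1 in the other library in 78 of those 1012 genes and in 12 of those 673. Of the alternatives tried for these counts, a threshold of 4.0-fold moved both most in proportion, to 1211 higher and 578 lower genes. In another setting, chosen after seeing the data and worked out from the folds in the paper, every FPKM under 0.01 was set to 0.01 and each library was divided by the median of all its values. It gave 2836 higher and 3832 lower genes, 57.5% of them lower, and changed the log2 ratio of each gene above the floor by -0.35. The paper takes every gene past a 2.0-fold ratio of FPKM values as differentially expressed.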

To validate these DEGs, we compared the fold change of brown specific genes in RNA-Seq with those in the qPCR data. The results demonstrated similar expression patterns between RNA-Seq and qPCR, thus validating the RNA-Seq data (Fig 2D).

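Coordinates of genes are those of the mouse genome mm10 (GRCm38) in the GENCODE M21 annotation. Ucp1 (ENSMUSG00000031710.4, chromosome 8, 83290352 to 83298452) was listed at 0 at D0 and had an FPKM of 4.57 at D7, from about 121 fragments. The limit of 3 fragments at D0 was an FPKM of 0.0959. Elovl3 (ENSMUSG00000038754.5, chromosome 19, 46131897 to 46135694) was listed at 0 at D0 and had an FPKM of 34.2 at D7, with a limit of 0.0821 at D0. Its deposited locus also spans Pitx3 on the opposite strand. Cidea (ENSMUSG00000024526.9, chromosome 18, 67343604 to 67367785) was listed at 0 at D0 and had an FPKM of 24.4 at D7, with a limit of 0.149 at D0. Its deposited locus also overlaps Impa2 on the same strand and B430212C06Rik on the opposite strand. Epithelial V-like antigen 1 (Eva1) is listed in the RefSeq gene table as a synonym of Mpzl2 (ENSMUSG00000032092.5, chromosome 9, 45039799 to 45054015). Its FPKM was 0.0307 at D0, about 2 fragments, and 5.54 at D7, about 296 fragments, which is 116 times the limit of 3 fragments at D0. The 95% interval of its ratio starts at 47.7. The similarly named Eva1c (ENSMUSG00000039903.17, chromosome 16, 90826719 to 90905109) rose from an FPKM of 0.593 to 2.51, a ratio of 4.24 (95% interval 2.69 to 6.88). Pparg rose 33.5-fold. Prdm16 (ENSMUSG00000039410.16, chromosome 4, 154316125 to 154636873) had an FPKM of 0.835 at D0 and 1.02 at D7, a ratio of 1.22. Its interval from 0.965 to 1.53 includes 1, so no change of Prdm16 was detectable at this depth, and dividing each library by its median brought the ratio to 0.954. From similar patterns of the fold changes in RNA-Seq and qPCR, the paper concludes that the RNA-Seq data are sound.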

**Fig 2:**
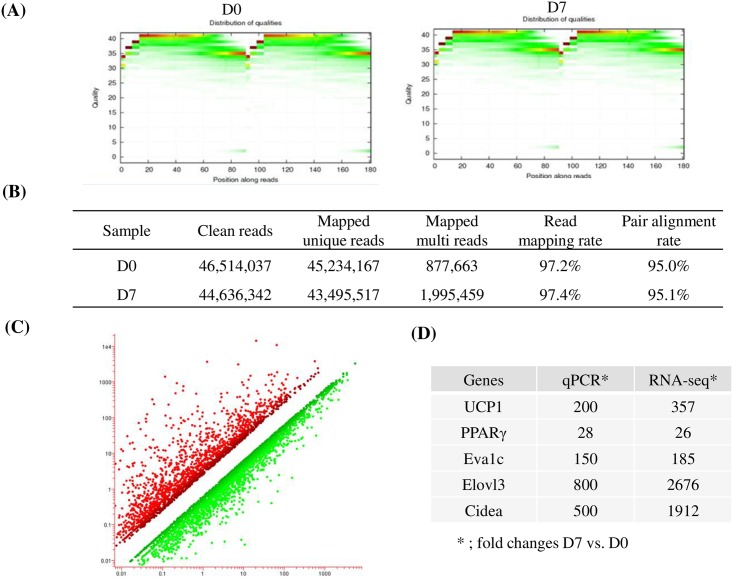
RNA-Seq analysis. (A) Quality distribution of bases along reads at D0 and D7 (B) Mapping result statistics at D0 and D7. (C) Clustering differentially expressed genes at D0 and D7. (D) Comparison of fold changes between RNA-Seq and qPCR.

### The role of KLF16 in the regulation of adipogenesis

The regulation of preadipocyte differentiation has been extensively studied, and an elaborate network of transcription factors culminating in the expression of PPARγ and C/EBPα has been partially defined [3, 4]. We identified several known adipogenic genes that were differentially expressed at D0 and D7 (data not shown). The upregulated genes included positive adipogenic regulators such as PPARγ and C/EBPα, whereas the downregulated genes included negative adipogenic regulators such as GATA2 and Wnt5a. 

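Pparg (ENSMUSG00000000440.12, chromosome 6, 115360951 to 115490399) had an FPKM of 3.83 at D0 and 128 at D7, with a 95% interval of the ratio from 28.0 to 39.9. Cebpa (ENSMUSG00000034957.10, chromosome 7, 35119293 to 35121928) had an FPKM of 9.67 at D0 and 305 at D7, a ratio of 31.5 (28.8 to 34.4). An annotated antisense transcript overlaps each of them. Gata2 (ENSMUSG00000015053.14, chromosome 6, 88193891 to 88207032) fell from an FPKM of 10.4 to 2.92, a ratio of 0.281 (0.237 to 0.330). Wnt5a (ENSMUSG00000021994.15, chromosome 14, 28504750 to 28527448) fell from an FPKM of 17.8 to 10.5. Its ratio of 0.589 (0.551 to 0.630) lay below 1 but did not reach 0.5, and was 0.462 after division of each library by its median.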

The master adipogenic transcription factors, PPARγ and C/EBPα, are regulated by many other transcriptional regulators, including members of the Fox and KLF family. 

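The table held values for 44 Fox genes and 17 KLF genes. FPKM was above 0 in both libraries for 25 Fox and 15 KLF genes. Of these, 3 Fox genes (Foxd3, Foxo1 and Foxl2) and 4 KLF genes (Klf15, Klf9, Klf13 and Klf5) were higher at D7 by at least 2.0-fold. Lower by at least 2.0-fold were 7 Fox genes (Foxf1, Foxm1, Foxl1, Foxc2, Foxs1, Foxp1 and Foxj1) and 1 KLF gene (Klf16). Foxf1 showed the lowest ratio, 0.153 (95% interval 0.114 to 0.202), and Klf15 the highest. Foxd3 had a ratio of 5.89 (2.95 to 13.0) on 10 and 50 fragments. Foxl2 had a ratio of 2.59 on 5 and 11 fragments, and its interval from 0.828 to 9.49 includes 1. Foxp1 had a ratio of 0.438 (0.398 to 0.482), and Klf13 of 3.18 (2.98 to 3.40). Foxj1 fell from about 8 fragments to about 3, and its interval from 0.0753 to 1.84 includes 1. Foxl1 had a ratio of 0.330 (0.120 to 0.783) on 25 and 7 fragments. Foxf1, Foxc2 and Foxl1 lie within the readthrough gene Gm20388, so their values are uncertain. The deposited locus of Foxp1 also overlaps Gm20696 on the same strand. Foxp4 (ratio 0.524), Foxf2 (0.593), Klf12 (0.534) and Klf8 (0.543) fell without reaching 0.5, and the interval of Klf8 from 0.159 to 1.40 includes 1. All of them fell below 0.5 after division of each library by its median, with ratios of 0.410, 0.465, 0.418 and 0.425. With a pseudocount of 1, Foxl2, Foxd3, Klf5, Foxj1 and Foxl1 no longer reached 2.0-fold. Foxa2, Foxa3 and Foxe1 were each listed at 0 at D0 and had about 1 fragment at D7. Klf14 had 1 fragment at D0 and was listed at 0 at D7. No change of these genes was detectable at this depth.

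**Figure D1:**
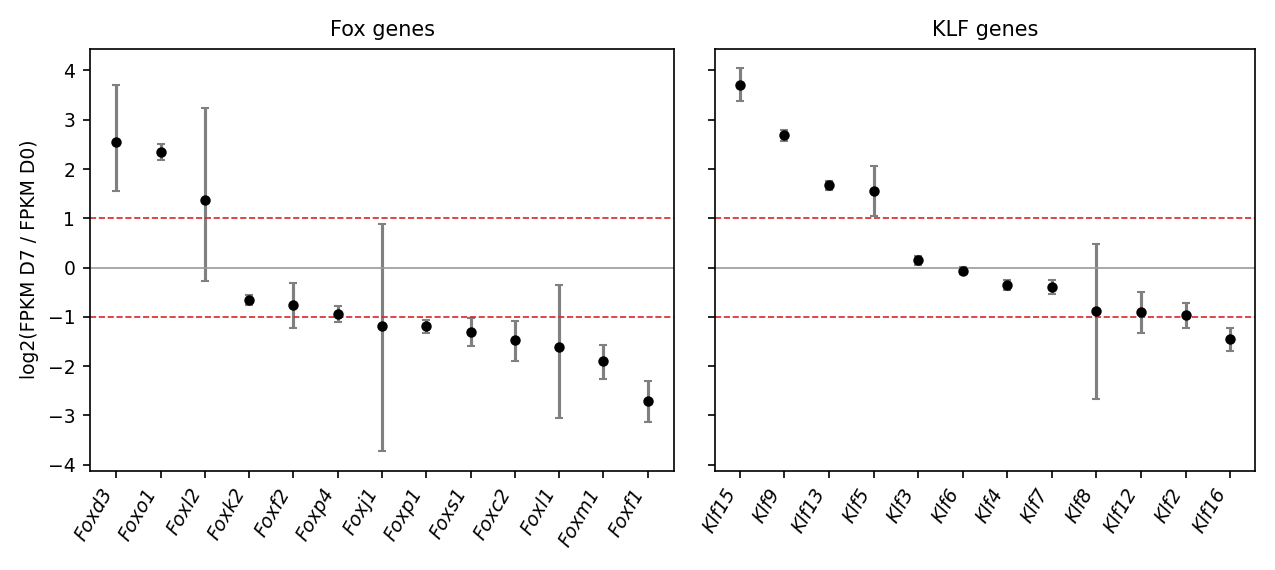
Log2 ratio of FPKM at D7 to FPKM at D0 (vertical axis) for the Fox genes (left) and KLF genes (right) named in the text that had FPKM above 0 in both libraries, 1 library per stage. Points are ratios, bars are 95% intervals of counting error, dashed lines mark 2.0-fold and the solid line no change, and the intervals of Foxl2, Foxj1, Klf6 and Klf8 cross the solid line.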

Interestingly, we observed that Fox (Table 1) and KLF (Table 2) genes were differentially expressed.

**Table 1:** Fox family that differentially expressed at D7.

Gene symbol	Gene Name	Fold
Foxl2	forkhead box l2	2.02
Foxe1	forkhead box e1	4.61
Foxd3	forkhead box d3	4.68
Foxo1	forkhead box o1	4.05
Foxo6	forkhead box o6	27.4
Foxa3	forkhead box a3	2.32
Foxa2	forkhead box a2	2.26
Foxf1	forkhead box f1	0.12
Foxm1	forkhead box m1	0.21
Foxc2	forkhead box c2	0.28
Foxs1	forkhead box s1	0.32
Foxp1	forkhead box p1	0.34
Foxp4	forkhead box p4	0.41
Foxf2	forkhead box f2	0.46
Foxk2	forkhead box k2	0.50

**Table 2:** KLF family that differentially expressed at D7.

Gene symbol	Gene Name	Fold
Klf13	Kruppel-like factor 13	2.49
Klf5	Kruppel-like factor 5	2.29
Klf15	Kruppel-like factor 15	10.2
Klf9	Kruppel-like factor 9	5.05
Klf16	Kruppel-like factor 16	0.28
Klf2	Kruppel-like factor 2	0.40
Klf12	Kruppel-like factor 12	0.42
Klf8	Kruppel-like factor 8	0.43
Klf14	Kruppel-like factor 14	0.47

We verified the expression of KLF and Fox genes expressed differentially in RNA-seq data. qPCR showed that similar expression patterns between RNA-Seq and qPCR was observed. (S1 Fig).

In the Fox family, FoxC2, which was downregulated at D7, has been reported to inhibit adipocyte differentiation [7], whereas FoxO1, which was upregulated at D7, has been reported to activate adipogenesis [8]. However, the role of FoxO6, FoxM1, FoxK2, and FoxS1, which were also differentially expressed at D7, remains unknown in adipogenesis. Therefore, we investigated whether these Fox family members regulate adipogenesis. 

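Foxc2 (ENSMUSG00000046714.7, chromosome 8, 121116171 to 121118895) had an FPKM of 4.14 at D0 and 1.49 at D7, a ratio of 0.359 (95% interval 0.270 to 0.472). Foxo1 (ENSMUSG00000044167.6, chromosome 3, 52268336 to 52353221) had an FPKM of 1.97 at D0 and 9.99 at D7, a ratio of 5.08 (4.52 to 5.71). Foxo6 (ENSMUSG00000052135.8, chromosome 4, 120267079 to 120287349) was listed at 0 at D0 and had an FPKM of 0.350 at D7, from about 16 fragments. Its limit of 3 fragments at D0 was an FPKM of 0.0574. Foxm1 (ENSMUSG00000001517.14, chromosome 6, 128362967 to 128376146) fell from 3.89 to 1.05, a ratio of 0.269 (0.209 to 0.339). Its deposited locus also overlaps Tex52 and Gm44596 on the same strand. Foxs1 (ENSMUSG00000074676.2, chromosome 2, 152931898 to 152933208) has a single exon and fell from 383 to 132 fragments, with a ratio of FPKM of 0.406 (0.330 to 0.495). Foxk2 (ENSMUSG00000039275.9, chromosome 11, 121259990 to 121309896) fell from an FPKM of 20.9 to 13.2. Its ratio of 0.634 (0.589 to 0.680) did not reach 0.5, and was 0.496 after division of each library by its median.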

Using the siRNA knockdown technique, we examined adipogenesis in Fox-deficient 3T3-L1 cells. As shown in Fig 3A, siRNA knockdown successfully reduced the expression of each Fox gene. However, knockdown of each Fox gene evaluated did not affect adipocyte differentiation (Fig 3B).

**Fig 3:**
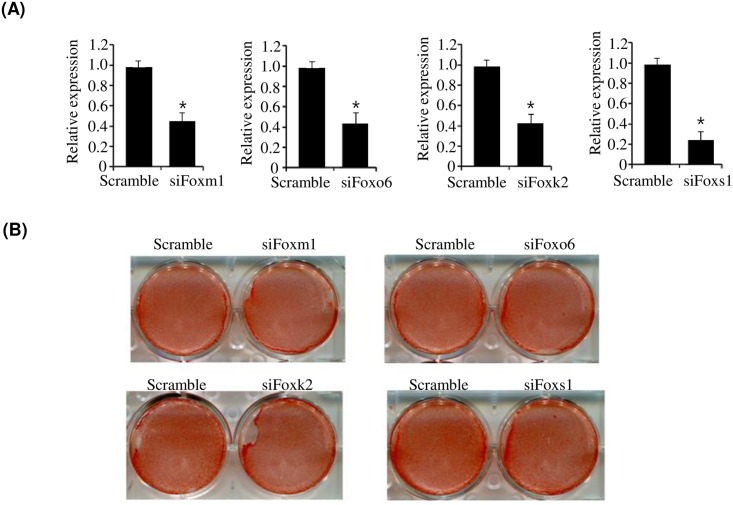
Effect of Foxs (Foxm1, Foxo6, Foxk2, and Foxs1) on the adipogenesis of brown preadipocytes. (A) Expression of Foxm1, Foxo6, Foxk2, and Foxs1 in siRNA-transfected primary brown preadipocytes. Primary brown preadipocytes were transfected with siRNA for Foxm1, Foxo6, Foxk2, and Foxs1, and their expression was measured by qPCR (B) Oil red O staining of brown preadipocytes transfected with siRNAs for Foxm1, Foxo6, Foxk2, and Foxs1. Primary brown preadipocytes were transfected with siRNAs for Foxm1, Foxo6, Foxk2, and Foxs1, and were then differentiated in differentiation medium for 7 days. Lipid accumulation was assessed by Oil Red O staining. qPCR data are presented as means±SEM from three independent experiments. *P< 0.05 vs. scramble.

Next, we investigated the role of KLF family genes, which were also differentially expressed. 

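Klf5 (ENSMUSG00000005148.8, chromosome 14, 99298691 to 99315036) had an FPKM of 0.693 at D0 and 2.02 at D7, a ratio of 2.92 (95% interval 2.07 to 4.20), which was 1.79 with a pseudocount of 1. Klf9 (ENSMUSG00000033863.2, chromosome 19, 23141226 to 23168134) had an FPKM of 8.21 at D0 and 53.0 at D7, a ratio of 6.45 (5.96 to 6.97). Klf15 (ENSMUSG00000030087.11, chromosome 6, 90462576 to 90475238) rose from an FPKM of 1.70 to 22.2, a ratio of 13.1 (10.3 to 16.6). The ratio of Klf2 (ENSMUSG00000055148.7, chromosome 8, 72319033 to 72321656) was 0.511 (0.429 to 0.606), from an FPKM of 12.4 at D0 and 6.33 at D7. The interval of Klf2 excludes 1 and includes 0.5, and its ratio was 0.400 after division of each library by its median.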

The upregulated genes, KLF 5, 9, and 15, have been reported to activate adipogenesis [9–11], whereas downregulated KLF2 inhibits adipogenesis [12]. The expression pattern of these KLF proteins in our analysis was consistent with negative or positive adipogenesis regulation. However, the function of KLF16, a recently discovered KLF family member that was downregulated at D7, remains largely uncharacterized. Therefore, we investigated the role of KLF16 in adipogenesis. To this end, we first confirmed the expression of KLF16 during adipogenesis of brown preadipocyte and white adipocyte 3T3-L1 cells. 

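Klf16 (ENSMUSG00000035397.8) lies on the minus strand of chromosome 10 of mm10 from 80567124 to 80577321, where no other gene of the annotation overlaps it. Its FPKM was 11.6 at D0, from about 622 fragments, and 4.23 at D7, from about 193 fragments. The ratio of 0.364 corresponds to a log2 ratio of -1.46 and a 2.74-fold lower value at D7. Its 95% interval from 0.309 to 0.429 lay below 0.5. Over the preset alternatives, the ratio ranged from 0.357 to 0.415, the highest with a pseudocount of 1. After division of each library by its median it was 0.285. With 1 library per stage, the spread between cultures of one stage is unknown. From the lower level of KLF16 at D7 and the lack of earlier work on it, the paper reasons that its role in adipogenesis should be investigated.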

KLF16 was highly expressed in preadipocyte cells, but gradually decreased after adipogenic induction, whose expression at D0 and D7 was consistent with the RNA-Seq data (Fig 4A). These results suggest that KLF16 may negatively regulate adipogenesis. To address whether KLF16 plays a role in the adipogenesis of brown preadipocytes, we investigated adipogenesis in KLF16-deficient brown preadipocytes. Knockdown of KLF16 using siRNA was confirmed by qPCR (Fig 4B). Knockdown of KLF16 greatly increased the adipogenesis of brown preadipocytes compared with control siRNA (Fig 4B). In addition to lipid accumulation, the expression of adipogenic marker genes such as PPARγ and aP2 also increased in KLF16-knockdown cells (Fig 4B). The stimulation of adipogenesis through knockdown of KLF16 was also observed in KLF16-knockdown 3T3-L1 cells (Fig 4C).

**Fig 4:**
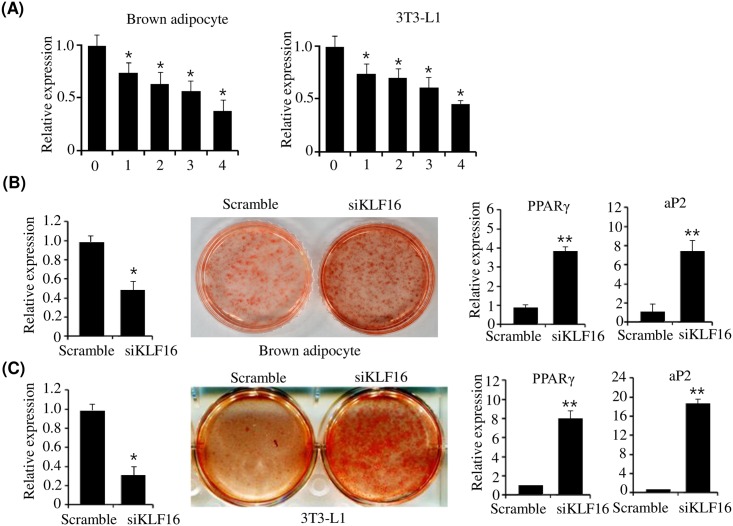
Effect of KLF16 on adipogenesis. (A) Expression of KLF16 during differentiation of primary brown preadipocytes or 3T3-L1 preadipocytes. Primary brown preadipocytes or 3T3-L1 preadipocytes were differentiated in differentiation medium and the expression of KLF16 was determined at the indicated times by qPCR. qPCR data are presented as means±SEM from three independent experiments. *P< 0.05 vs. D0. (B) Knockdown of KLF16 stimulates adipogenesis of brown preadipocytes. Primary brown preadipocytes were transfected with KLF16 siRNA and were differentiated in differentiation medium for 7 days. KLF16 knockdown was confirmed in KLF16 siRNA-transfected brown preadipocytes by qPCR. Adipocyte differentiation was assessed by oil red O staining and expression of PPARγ and aP2 on D0 and D7. (C) Knockdown of KLF16 stimulates adipogenesis of 3T3-L1 preadipocytes. 3T3-L1 preadipocytes were transfected with KLF16 siRNA and were differentiated in differentiation medium for 7 days. KLF16 knockdown was confirmed in KLF16 siRNA-transfected 3T3-L1 preadipocytes by qPCR. Adipocyte differentiation was assessed by oil red O staining and expression of PPARγ and aP2 on D0 and D7. qPCR data are presented as means±SEM from three independent experiments. *P< 0.05, **P<0.01 vs. scramble.

Furthermore, to confirm the effect of KLF16 on adipogenesis, we evaluated adipogenesis in KLF16-overexpressed brown adipocytes. qPCR showed that KLF16 was overexpressed in brown preadipocytes (Fig 5A). However, overexpression of KLF16 inhibited adipogenesis of brown preadipocytes, which was determined by Oil Red O staining and expression of adipogenic genes (Fig 5B). Taken together, these results indicate that KLF16 inhibits adipogenesis of both brown and white preadipocytes.

**Fig 5:**
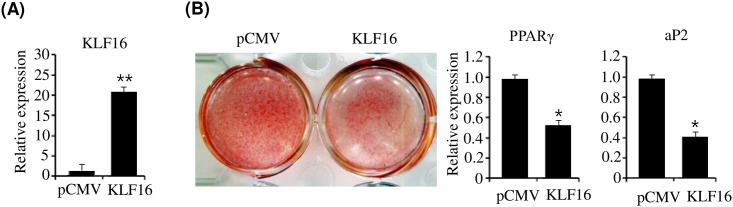
Overexpression of KLF16 inhibits adipogenesis of primary brown preadipocytes. Primary brown preadipocytes were transfected with pCMV-KLF16 and were differentiated in differentiation medium for 7 days. (A) KLF16 expression was determined in KLF16-transfected brown preadipocytes by qPCR. qPCR data are presented as means±SEM from three independent experiments. **P< 0.05 vs. control vector (pCMV). (B) Adipocyte differentiation was assessed by Oil Red O staining and expression of PPARγ and aP2 on D0 and D7. qPCR data are presented as means±SEM from three independent experiments. *P< 0.05 vs. control vector (pCMV).

### KLF16 represses PPARγ expression in adipocytes

PPARγ is a master regulator of adipogenesis. To determine whether PPARγ is implicated in KLF16-mediated inhibition of adipogenesis, we determined the expression of PPARγ in KLF16-knockdown brown adipocytes. Inhibition of KLF16 expression via siRNA led to increased expression of PPARγ in KLF16-deficient brown adipocytes at D4 (Fig 6A), suggesting that KLF16 downregulates PPARγ expression. To further confirm the downregulation of PPARγ by KLF16, we investigated PPARγ expression in KLF16 overexpressed brown adipocytes. Western blot analysis showed that KLF16 was overexpressed in brown adipocytes (Fig 6B). However, overexpression of KLF16 efficiently repressed PPARγ expression in brown adipocytes, which was revealed by western blot and qPCR analysis (Fig 6B). To determine whether the repression of PPARγ by KLF16 is regulated at the transcriptional level, we examined the effect of KLF16 on the promoter activity of PPARγ. Overexpression of KLF16 inhibited the promoter activity of PPARγ in a dose dependent manner in HepG2 cells or 3T3-L1 preadipocytes (Fig 6C). Furthermore, to confirm the repressive effect of KLF16, we measured the promoter activity of PPARγ in KLF16-knockdown 3T3-L1 preadipocyte. As shown in Fig 6D, KLF16 knockdown using siRNA increased promoter activity of PPARγ-Luc in 3T3-L1 preadipocytes. These results suggest that KLF16 inhibits adipogenesis through downregulation of PPARγ by repressing its promoter activity.

**Fig 6:**
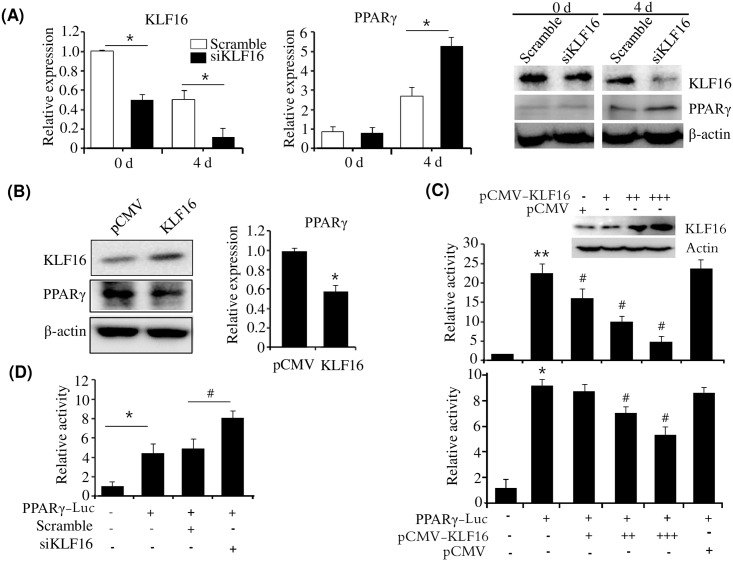
KLF16 inhibits PPARγ expression. (A) Knockdown of KLF16 led to increased PPARγ expression. Primary brown preadipocytes were transfected with KLF16 siRNA and were differentiated in differentiation medium. Expression of KLF16 and PPARγ was determined at D0 and D4 by western blot and qPCR. qPCR data are presented as means±SEM from three independent experiments. *P< 0.05 vs. scramble at D0 and D4, respectively. (B) Overexpression of KLF16 repressed PPARγ expression. Brown adipocytes were transfected with pCMV-KLF16, and the expression of KLF16 and PPARγ was determined by western blot and qPCR, respectively. qPCR data are presented as means±SEM from three independent experiments. *P< 0.05 vs. control vector (pCMV). (C) Overexpression of KLF16 inhibited the promoter activity of PPARγ. HepG2 cells (upper) or 3T3-L1 preadipocytes (bottom) were cotransfected with a -2.6 Kb PPARγ-Luc reporter and pCMV-KLF16, and luciferase activities were determined. Data are presented as means±SEM from three independent experiments. *P< 0.05 **P< 0.01 vs. control vector (pGL3). ^#^*P*< 0.05 vs. PPARγ-Luc reporter. (D) Knockdown of KLF16 increased the promoter activity of PPARγ. 3T3-L1 preadipocytes were cotransfected with a -2.6 Kb PPARγ-Luc reporter and KLF16 siRNA, and luciferase activities were determined. Data are presented as means±SEM from three independent experiments. *P< 0.05 vs. control vector (pGL3). ^#^*P*< 0.05 vs. PPARγ-Luc reporter & scramble.

To assess which KLF binding element is critical for repression of PPARγ expression by KLF16, we measured the effects of ATF3 on promoter activities of several 5′-deleted promoters. As shown in Fig 7, deletions between −2618 and −2037 in the promoter retained the KLF16-mediated repressive effect on promoter activity. However, deletions between −2037 bp and −1458 bp in the promoter significantly abolished the repressive effect by KLF16, suggesting that the KLF16-responsive motif is located in the region between −2037 and −1458. Within this region, a candidate KLF binding motif (5′-CACCC-3′) is present between −1914 and −1910, and could be involved in KLF16-mediated repression of PPARγ expression.

**Fig 7:**
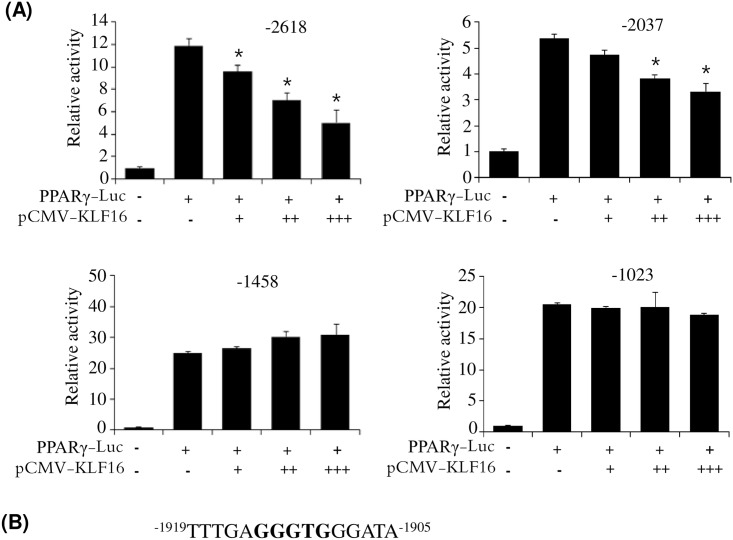
KLF16 binding site is between −1914 and −1910 in the PPARγ promoter. (A) 5′ serial deletion reporters of PPARγ promoter were transfected into HepG2 cells with pCMV-KLF16, and then luciferase activities were measured. Data are presented as means±SEM from three independent experiments. *P< 0.05 vs. PPARγ-Luc reporter. (B) Putative KLF16 binding site between −1914 and −1910.

## Discussion

Recently, BAT has received significant attention as a therapeutic target for treating obesity and obesity-associated metabolic diseases and complications such as type 2 diabetes [2, 13]. This is because BAT dissipates excess lipids as heat through adaptive thermogenesis. Augmenting BAT function and mass is an attractive therapeutic approach to treating obesity and its associated metabolic disorders. Therefore, understanding the molecular events regulating brown adipocyte formation and function can lead to the successful treatment of obesity.

To investigate the transcriptional changes during the adipogenesis of brown preadipocytes, we performed RNA-Seq at different stages of primary brown preadipocyte differentiation, specifically pre-adipocytes (D0) and mature adipocytes (D7). RNA-Seq analysis identified 6,668 genes, which were differentially expressed. Among them, 2,836 were upregulated at D7, whereas 3,832 were downregulated. BAT is a thermogenic organ that metabolizes both fatty acids and glucose to produce heat through uncoupling protein 1 (UCP1), which uncouples the mitochondrial proton gradient from ATP synthesis to generate heat. 

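Gene lists for these processes were written in advance, and the change of each list was its median log2 ratio after adding 0.1 to each FPKM. The place of this median was taken among 10000 random lists of the same size matched on mean expression in 20 bins. The 22 genes of thermogenesis had a median log2 ratio of 3.65, and 19 of them were higher at D7. Of these 19, 11 were higher by at least 2.0-fold and another 5 were listed at 0 at D0 only. Prdm16 and Lhx8 are also among the 19, but the intervals of their ratios include 1. With genes of up to 3 fragments set to that limit, and the gene at or under it in both libraries left out, the median was 4.04. Fabp3 and Zic1 of this list fell, with ratios of 0.192 and 0.611, and Zic1 was at 0.478 after division of each library by its median. The 20 genes of the citrate cycle, taken for energy generation, had a median of 2.25, and all 20 were higher at D7. The 85 genes of oxidative phosphorylation had a median of 1.28, and 81 were higher. The 24 genes of fatty acid oxidation had a median of 2.57, and 23 were higher. The exception was Cpt1a, which fell from an FPKM of 36.4 to 23.1, a ratio of 0.634, or 0.496 after that division. Each of these medians lay at percentile 100 of the random lists, as a description of these 2 libraries. The thermogenesis median moved most between the alternatives, from 2.03 to 4.08. Over the 15 of its genes that the paper does not name, a choice made after seeing the data, it was 2.20. The lists share genes, with 2 in both thermogenesis and oxidative phosphorylation and 4 in both the citrate cycle and oxidative phosphorylation.

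**Figure D2:**
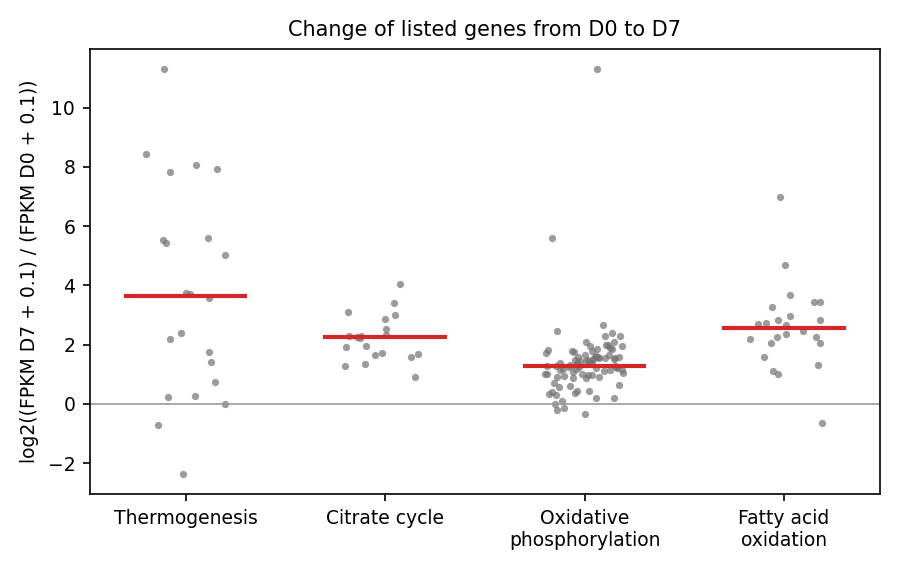
Log2 ratio of FPKM + 0.1 at D7 to FPKM + 0.1 at D0 (vertical axis) for each gene of the lists (grey points, spread sideways at random), with the median of each list as a red line, 1 library per stage. The medians lie at 3.65 for thermogenesis, 2.25 for the citrate cycle, 1.28 for oxidative phosphorylation and 2.57 for fatty acid oxidation.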

The GO of the differentially expressed genes demonstrated that genes associated with thermogenesis, energy generation, oxidative phosphorylation, and fatty acid oxidation were upregulated, suggesting that differentiated BAT at D7 was functional. We also observed a number of adipogenesis-associated genes in the DEGs. While the master regulators of adipogenesis, PPARγ and C/EBPα, were upregulated, GATA2 and Wnt5a were downregulated at D7. These results were consistent with previous studies. In order to identify a noble regulator of adipogenesis among the DEGs, we first selected the Fox family of proteins (Foxm1, Foxk2, Foxo6, and FoxS1), which were differentially expressed during adipogenesis, because some Fox genes have been reported to regulate adipogenesis [10, 11]. Here, we analyzed the adipogenesis of Fox-knockdown brown preadipocytes. However, knockdown of the different Fox proteins by siRNA did not influence the adipogenesis of brown preadipocytes. Additionally, we examined whether the differentially expressed KLF family of proteins regulate adipogenesis. The family of Kruppel-like factor (KLF) proteins derived from *Drosophila* embryonic pattern regulator protein Kruppel, consists of 17 members containing a C2H2 zinc finger at the C-terminal that regulates cell proliferation, differentiation, apoptosis, and development [14, 15]. These proteins regulate gene expression by binding to GC rich sequences of gene promoters, the GC/GT boxes. Recently, it has been demonstrated that several KLFs are involved in adipogenesis [16]. KLF 4, 5, 6, 9, and 15 promote adipogenesis, whereas KLF2, 3, and 7 inhibit adipogenesis. We observed that KLF4, KLF5, KLF6, and KLF15 were positive regulators of adipogenesis, whereas KLF3, KLF2, and KLF7 were negative regulators. Based on our RNA-Seq data, the positive regulators KLF5, 15, and 9 were upregulated at D7, whereas the negative regulator KLF2 was downregulated at D7. However, KLF16, the gene expression of which was downregulated at D7, has not been reported to play a role in adipogenesis until now. qPCR analysis demonstrated that the expression of KLF16 was decreased during adipocyte differentiation, consistent with the RNA-Seq data. This suggests that KLF16 may be an inhibitor of adipogenesis. siRNA-mediated knockdown of KLF16 stimulated the adipogenesis of both brown preadipocytes and 3T3-L1 preadipocytes. In contrast, overexpression of KLF16 inhibited adipogenesis, which demonstrated that KLF16 is a negative regulator of adipogenesis.

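The other KLF genes that the paper names as regulators of adipogenesis changed by less than 2.0-fold. Klf4 had an FPKM of 32.8 at D0 and 25.8 at D7, a ratio of 0.786 (95% interval 0.733 to 0.842). Klf6 had an FPKM of 40.7 at D0 and 39.0 at D7. Its ratio of 0.960 (0.913 to 1.01) cannot be separated from 1 by counting error. It was 0.752 after division of each library by its median, so this reading depends on the scaling. Klf7 fell from 6.28 to 4.79, a ratio of 0.763 (0.690 to 0.842). Klf3 had a ratio of 1.11 (1.04 to 1.17), which turned to 0.866 after division of each library by its median.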

It has been reported that KLFs influence adipogenesis by regulating the expression of PPARγ, C/EBPα, and C/EBPβ [9–12, 17, 18]. In this study, we investigated the mechanism by which KLF16 inhibits adipocyte differentiation. Inhibition of KLF16 during adipocyte differentiation resulted in stimulation of PPARγ expression. Conversely, overexpression of KLF16 inhibited PPARγ expression, suggesting that KLF16 may downregulate PPARγ expression, which may contribute to inhibition of adipocyte differentiation. To validate this result, we investigated the effect of KLF16 on the promoter activity of PPARγ. Overexpression of KLF16 resulted in suppression of PPARγ promoter activity in a concentration-dependent manner. KLFs bind to the GC- and CNCCCC-boxes of the promoter region of their target genes [5]. Several KLF-binding elements are present in the PPARγ promoter. The promoter assays of 5′-deleted PPARγ promoter reporters indicated that KLF binding motif (5′-GGGTG-3′) between −1914 and −1910 is a potential KLF16 binding site on the PPARγ promoter.

In conclusion, RNA-Seq analysis identified KLF16 as a novel PPARγ target gene. We show that it represses PPARγ expression, resulting in inhibition of adipogenesis.

## Supporting Information

S1 Fig Validation of the expression of genes of Fox and KLF family. Expression of genes of Fox and KLF family was measured at D0 and D7 by qPCR.
(TIF) Click here for additional data file.

S1 Table List of primers for qPCR. (DOCX) Click here for additional data file.

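The table gives the forward and reverse primers used to measure single transcripts by qPCR, a method in which the amount of a transcript is read from the amplification of a short product. Each primer pair was searched for exact matches in the transcripts of the GENCODE M21 annotation. All 13 pairs matched, each in 1 gene. The Eva1 pair matched Mpzl2, with a product of 93 bp, and not Eva1c. The aP2 pair matched Fabp4, with a product of 88 bp, and the KLF16 pair matched Klf16, with a product of 89 bp. Products of the other pairs were between 87 and 173 bp long.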

# Supplementary material for: RNA-Seq Analysis Reveals a Negative Role of KLF16 in Adipogenesis
**Source:** PLoS One. 2016 Sep 9;11(9):e0162238. doi: 10.1371/journal.pone.0162238
**Supplement:** S1 Table

S1 Table. List of primers for q- PCR

| Gene | Forward primer | Reverse primer |
| --- | --- | --- |
| PPARγ | GTGCCAGTTTCGATCCGTAGA | GGCCAGCATCGTGTAGATGA |
| C/EBPα | CAAGAACAGCAACGAGTACCG | GTCACTGGTCAACTCCAGCAC |
| aP2 | ACACCGAGATTTCCTTCAAACTG | CCATCTAGGGTTATGATGCTCTTCA |
| UCP-1 | ACTGCCACACCTCCAGTCATT | CTTTGCCTCACTCAGGATTGG |
| PRDM16 | CAGCACGGTGAAGCCATTC | GCGTGCATCCGCTTGTG |
| KLF16 | GTGTACCAAGCGGTTCACC | CAGGTCGTCGCAGGAGTTC |
| Cidea | TGCTCTTCTGTATCGCCCAGT | GCCGTGTTAAGGAATCTGCTG |
| Elovl3 | TCCGCGTTCTCATGTAGGTCT | GGACCTGATGCAACCCTATGA |
| Eva1 | GTCCCAACCAGACCATCAAC | CTCCATCTTGCTCTGGAAGC |
| Foxm1 | CTGATTCTCAAAAGACGGAGGC | TTGATAATCTTGATTCCGGCTGG |
| Foxo6 | TCATGGACAGTGACGAAATGG | ACCCAGCTCTGGTTAGGGG |
| Foxk2 | TGCTGTCTGCTCACTCCAGT | GACGGGCTGACTAGAGAGAGG |
| Foxs1 | CTATCCAGAGTTCACCGGGTC | GTTATGGCGGATGCTGTTTTG |

How the deposited data were processed for this re-analysis (not part of the article)

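RNA-Seq was analysed for brown preadipocytes at D0 and brown adipocytes at D7, with 1 library per stage and 2 libraries in all. The authors filtered the reads, aligned them to mm10 and to gene sequences with SOAP2, and deposited 1 FPKM value per gene and library. The paper names GeneSpring 7.3 in the sentence on FPKM values and changed genes, which leaves open whether it computed the FPKM values. The paper's text does not name whether cells of several animals were pooled. The table gives the symbol, transcript and locus of each gene. No column of values was left unmatched to a library. Of 27324 rows, 3963 carried no value and were not used. In 27 rows the symbol had the form of a date, and these were used for counts only.

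From the deposited FPKM values, the ratio of D7 to D0 was computed for genes above 0 in both libraries, without a pseudocount and without rescaling. A gene was called changed at a ratio of at least 2.0 or at most 0.5, as in the paper's methods. Genes listed at 0 in a library were counted apart. Of 72 genes of ribosomal proteins, which most cells use, 0 were listed at 0 in a library. No test across replicates was possible, so no p-value is given.

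The number of fragments behind a value was recovered from genes with a single exon of at least 600 bp, whose ends in the table and in the annotation differed by at most 500 bp. The length correction and the denominator were chosen so that most values of up to 20 fragments were whole within 0.1. The denominators of 21436590 fragments at D0 and 18238038 at D7 have a ratio of 1.18. In 753 genes with FPKM under 0.1 in both libraries, the most common ratio of D7 to D0 was also 1.18. For other genes the length was that of the named transcript, or else of the longest coding transcript, and their numbers of fragments are approximate. Intervals are exact Clopper-Pearson intervals at 95%, and a value at or under 3 fragments was taken as a limit. Symbols of 21699 rows were found in the GENCODE M21 annotation.

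Lists of genes for thermogenesis, the citrate cycle, oxidative phosphorylation, fatty acid oxidation, adipocyte markers, positive and negative adipogenic regulators, proliferation, macrophages, endothelium, skeletal muscle, erythroid cells, white-selective and beige-selective genes were written in advance. The measure of a list was the median difference of log2(FPKM + 0.1), with its percentile among 10000 random lists matched on mean expression in 20 bins. Genes are named where the paper names them, where a Fox or KLF gene passes 2.0-fold without being in Tables 1 and 2, where a gene is among the 5 largest or 5 smallest ratios at FPKM of at least 1 in both libraries, or where a list member answers a statement about its list. Macrophage genes other than the list median were chosen after their values were seen.

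The preset alternatives, like these lists, were fixed before the data were examined. They were floors of 0.01 and 0.001, pseudocounts of 0.1 and 1, TPM, centring on the median ratio, the upper quartile, a trimmed mean ratio, summing of rows with one symbol, filters at FPKM of 0.1 and 1, and a threshold of 4.0. For the lists they were pseudocounts of 1 and 0.01, a filter at FPKM of 1, median centring and 10 bins. Chosen after seeing the data were the floor of 0.01 with division by the library median, which was worked out from the folds in the paper's tables and Fig 2D, 7 other combinations of a floor, a scaling and a set of rows tried beside it, lists without the genes that the paper names, a rescaling to the mapped reads of the paper, and a minimum of 10 fragments.

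The scripts were tested on simulated data. Recovered denominators were within 0.214% of the true ones. All of 200 simulated genes with known fold changes past 2.0-fold were called, and 0 of 8294 unchanged genes. Both sets were limited to genes with at least 200 expected fragments at D0, and counting error was the only noise. These 2 results therefore say nothing on false calls among low genes or on the spread between cultures. Intervals held the true fold in 97.5% of the 200 genes, and 3 of 100 lists of unchanged genes lay outside the central 95% of random lists. The simulated intervals used the true counts and depths, so the error of recovering fragments from FPKM was not tested in them. Primers were matched to annotated transcripts. The knockdown, overexpression, western blot, luciferase and qPCR experiments were not analysed here. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.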

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

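The gene lists and their measure were fixed before the data were examined. The other tests in this part were all chosen after the results were seen. They compare 1 library per stage, so the spread between cultures is unknown, and the difference between D0 and D7 itself stays open as a biological explanation throughout.

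Genes of macrophages, which the paper does not discuss, were higher at D7. The 11 genes of the list had a median log2 ratio of 2.12, and all 11 were higher, at percentile 100 of the random lists. With values of up to 3 fragments set to that limit the median was 2.59. Lyz2 rose from an FPKM of 111 to 286, C1qa from 9.44 to 72.9 and C1qb from 11.1 to 84.4. At D0, 7 of the 11 genes already had an FPKM of at least 1, and none is in another list. Scaling between the libraries was argued against, since the median was 1.77 after the largest downward rescaling tried. GC content and transcript length were argued against as the whole cause, since the median was 1.94 after their trend over 12162 genes was removed. That trend held only 0.410% of the variance. A larger share of macrophages with unchanged expression was argued against as the only cause, because the ratios of 10 genes with at least 20 fragments differed by up to 33.8 times. Csf1r rose 3.94-fold (95% interval 3.37 to 4.63) and Mrc1 35.8-fold (27.8 to 46.1), while Cd14 stayed at 1.06 (0.827 to 1.33). A changed state of macrophages in the culture, with or without a larger share, and expression of these genes in other cells remain open and were not tested.

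Dlk1, which the paper does not name and which is in the list of negative adipogenic regulators, rose from an FPKM of 3.57 at D0 to 38.5 at D7, a ratio of 10.8. Scaling was argued against, since the lowest ratio over the settings tried was 8.45. Counting error was argued against, since the 95% interval of the ratio starts at 8.87. Other causes, including a mixture of cells at different stages, were not tested.

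Among genes with FPKM of at least 1 in both libraries, the largest ratios outside the genes the paper names were those of Thrsp (3017), Hp (433), Agt (168) and Scd1 (166). Scaling was argued against for them together with Fabp4, since the smallest of their ratios over all settings tried was 124. Whether cultures of one stage differ in these genes was not measured.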

How the results depend on the processing

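The direction and the side of 2.0-fold held for Klf16 under every alternative tried for single genes. The medians of thermogenesis, citrate cycle, oxidative phosphorylation and fatty acid oxidation genes kept their direction under every preset alternative for lists. Their ranges were 2.03 to 4.08, 2.23 to 2.30, 1.28 to 1.33 and 2.40 to 2.62. The floor of 0.01 with the library median was chosen after seeing the data. It gave 3.78, 1.90, 0.93 and 2.22 in the same order. The percentile of these medians was already at its maximum of 100 and says nothing on stability. Of 60 named genes with a ratio, 54 kept direction and side of 2.0-fold under the preset floors, pseudocounts, scalings and summing of rows. The preset filters and the threshold of 4.0-fold were not run for single genes. Summing rows with one symbol changed none of these values and says nothing on stability.

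The counts of changed genes depended on how low values were treated. With a pseudocount of 1 they were 1533 higher and 1021 lower genes, with FPKM of at least 1 in both libraries 1268 and 1062, and with a threshold of 4.0-fold 1211 and 578. A pseudocount shrinks the ratios of low genes, and the other 2 settings leave fewer genes, by construction. Floors of 0.01 and 0.001 add genes listed at 0 in a library and gave 3660 and 2519, and 3772 and 2652. Genes with at least 10 recovered fragments in a library, a filter chosen after seeing the data, numbered 2201 higher and 1660 lower.

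Scaling between the libraries changed the direction of the balance. The lower genes made up 41.7% of the changed genes as deposited and between 38.7% and 43.2% under the preset scalings. With the floor of 0.01 and division by the library median, chosen after seeing the data, the count of lower genes was 3832 and their share 57.5%. With rescaling to the mapped reads of the paper, also chosen after seeing the data, there were 2406 higher and 2493 lower genes, a share of 50.9%. These scalings change the log2 ratio by -0.35 for genes above the floor and by -0.18 for all genes. With the first setting, 2001 of the 2767 higher and 1978 of the 1980 lower genes were called in the same direction.

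The factor and the floor of that first setting were worked out from the folds in the paper's tables and Fig 2D, and 7 other combinations were tried beside it for the counts alone, all after seeing the data. A floor of 0.001 with the library median gave 3011 higher and 3927 lower genes (56.6% lower), and the floor of 0.01 applied after the division gave 2917 and 3846 (56.9%). The library median without a floor gave 2006 and 3255 (61.9%), and the first setting in rows with a second symbol gave 2614 and 3550 (57.6%). The floor of 0.01 with median centring gave 3808 and 2373, with the trimmed mean ratio 3627 and 2563, and with the median ratio of genes over an FPKM of 0.1 it gave 3719 and 2438.

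Reversals among named genes lay near a ratio of 1. With the library median, Prdm16 moved from 1.22 to 0.954, Creb1 from 1.26 to 0.985 and Klf3 from 1.11 to 0.866, and with mapped reads Klf3 moved to 0.979. Cd14 moved from 1.06 to 0.828 and 0.935 with these 2 scalings. Cebpd moved from 0.998 to 1.03 with median centring. All these moves follow from the factor of the scaling. Over all settings, 9 of the 60 genes moved past 2.0-fold in at least 1 setting and 5 fell short of it, without a change of direction.

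The median ratio was 0.968 over genes with FPKM of at least 1 in both libraries and 1.01 over all genes above 0 in both. The 10 highest genes took 6.92% of all FPKM at D0 and 9.94% at D7, whereas the 100 highest took 32.1% and 29.0%. The median log2 ratio of the white-selective list was 0.48, and 2.70 among its members with FPKM of at least 1 in a library. With the library median it was 0.73. Of the 8 white-selective genes 5 were higher, and 2, Lep (log2 ratio 6.47) and Retn (12.7), are also in the list of adipocyte markers. Hoxc8 (-0.82) and Hoxc9 (-1.05) of the white-selective list fell. The median of the negative adipogenic regulators moved from -0.66 to -0.335 (percentile 12.7) when the members that the paper names were left out, a choice made after seeing the data. For these lists the cause was not tested.

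Depth limits the genes at few fragments. Foxa2, Foxa3, Foxe1 and Klf14, with about 1 fragment in 1 library and 0 in the other, are given no fold. Mpzl2, with about 2 fragments at D0, has an interval from 47.7 to 1443, and the intervals of Foxl2, Foxj1 and Klf8 include 1. No paired analysis was possible because each stage had 1 library. The alternatives that need fragment counts as given by the authors, and GO terms as given by the authors, were not run, because the values used here are FPKM without GO terms.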

Differences from the paper's values

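The number of genes lower at D7 by at least 2.0-fold was 1980, against the paper's 3832. Of the alternatives set before the data were examined, a floor of 0.001 gave 2652, within 1.5 times of the paper's value, and the others did not come within it. With the floor of 0.01 and division of each library by its median, a setting chosen after seeing the values, the count was 3832, and the count of higher genes was 2836, the same as the paper's 2836. The genes changed in both directions then numbered 6668, the same as the paper's 6668. The floor and the factor of this setting were worked out from the folds in the paper's tables and Fig 2D, so its agreement with those folds is not independent evidence. The counts of genes were not used to set it, but it was 1 of 8 combinations whose counts were computed. Of the others, also chosen after seeing the values, lower genes numbered 3927 with a floor of 0.001 and the library median, 3846 with the floor applied after the division, 3255 with the library median alone and 3550 in rows with a second symbol. With a floor of 0.01 they numbered 2563 with the trimmed mean ratio, 2438 with the median ratio of genes over an FPKM of 0.1 and 2373 with median centring. All but the last 2 are within 1.5 times of the paper's value.

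The paper's fold of Eva1c in Fig 2D is about 190, read by eye, and the ratio of Eva1c was 4.24. None of the alternatives set before the data were examined, nor those chosen afterwards, closed this gap. The ratio of Mpzl2, which the Eva1 primers of the paper match, was 181 as deposited and 141 with the library median. It rests on about 2 fragments at D0 and is known only to lie between 47.7 and 1443 (95% interval). The RNA-Seq fold in Fig 2D comes from the same libraries, so this interval of counting error cannot tell which gene it is from. Which gene the fold is from is not settled.

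Ucp1, Elovl3 and Cidea were given no ratio, being listed at 0 at D0. Any ratio given to them is set by the floor or pseudocount. It was 4569, 34165 and 24420 with a floor of 0.001, 46.7, 343 and 245 with a pseudocount of 0.1, and 5.57, 35.2 and 25.4 with a pseudocount of 1. With the floor of 0.01 alone it was 457, 3416 and 2442, and with the library median as well, chosen after seeing the values, 358, 2676 and 1913. Only the last 2 sets are within 1.5 times of the RNA-Seq folds in Fig 2D, read by eye, and those folds were used to work out the last. The paper's Tables 1 and 2 name 24 genes. Under that same setting all 24 were within 2.45% of the values in the tables. As deposited, the ratios of the 19 genes above 0 in both libraries were 1.25 to 1.30 times those values.

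The paper counts Wnt5a, Klf2, Klf12, Klf8, Foxp4, Foxf2 and Foxk2 as lower at D7. Their ratios as deposited, 0.589, 0.511, 0.534, 0.543, 0.524, 0.593 and 0.634, were below 1 and did not reach 0.5. All reached it with the floor of 0.01 and the library median, and Foxp4, Klf2, Klf12 and Klf8 also with mapped reads, both chosen after seeing the values. The paper lists Foxa2, Foxa3 and Foxe1 as higher and Klf14 as lower, and each had about 1 fragment in 1 library and was listed at 0 in the other. A floor of 0.01 puts Foxa2, Foxa3 and Foxe1 past 2.0-fold and a floor of 0.001 puts Klf14 past it as well. With the floor of 0.01 and the library median, chosen after seeing the values, all of them pass it. The paper lists neither Foxl1 nor Foxj1, whose ratios were 0.330 and 0.441. Foxj1 had about 3 fragments at D7, which counts as a limit, and its interval from 0.0753 to 1.84 includes 1. The paper's qPCR has Prdm16 higher at D7 (Fig 1C), and the RNA-Seq ratio of 1.22 has an interval that includes 1.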

Other observations

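The gene lists and their measure were fixed before the data were examined. The other tests in this part were chosen after the results were seen.

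The larger number of lower than higher genes in the paper's counts has a candidate explanation in the scaling. The floor of 0.01 and the division by the library median were chosen after seeing the data, from the paper's own folds. With the floor and no division, 40.8% of changed genes were lower, and with the division 57.5% were. A few genes taking most of the FPKM at D7 are argued against, since the 100 highest genes held 29.0% of it at D7 and 32.1% at D0. The share of the 10 highest genes rose from 6.92% at D0 to 9.94% at D7, so a smaller effect of them is not excluded. These are shares of FPKM, while FPKM is scaled on fragments, and shares of fragments in the highest genes were not computed. Scd1 had about 6472 of 21436590 fragments at D0 and 914221 of 18238038 at D7. A few genes taking a larger share of fragments at D7 are therefore not excluded. The median FPKM over all 23361 genes was 0.730 at D0 and 0.932 at D7, and this difference is the factor of that division. The median ratio of well expressed genes moved the other way, to 0.918 at a geometric mean FPKM over 20. Genes with a geometric mean FPKM of up to 1 had a median ratio of 1.18, the ratio of the values of 1 fragment in the 2 libraries. Low counts may therefore weigh in the median of all genes. The factor between the library medians was 1.28, so a ratio of 1.18 does not by itself give it. Whether the RNA content of the cells changed between D0 and D7 was not tested.

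Single fragments could account for the genes listed at 0 in 1 library with 1 fragment in the other. Among 33 single-exon genes with 1 fragment in all, 57.6% had it at D7 (95% interval 39.2 to 74.5), against 46.0% from the denominators, so sampling by depth is not excluded. With so few genes the test is weak.

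Foxm1 fell with the genes of proliferation. Its log2 ratio of -1.89 lay within the range of the 29 proliferation genes, from -3.24 to -0.56, of which 18 fell further. The median log2 ratio of these genes was -1.98, at percentile 0 of the random lists, and 27 of them were lower by at least 2.0-fold. A candidate explanation of the fall of Foxm1 is the lower share of dividing cells at D7, which was not measured.

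The 15 adipocyte markers had a median log2 ratio of 7.37 and the 18 positive adipogenic regulators of 1.33, both at percentile 100. The 16 negative adipogenic regulators had a median of -0.66, at percentile 0.1. Several of them are genes that the paper names as lower at D7 from these libraries, and the 9 that the paper does not name had a median of -0.335, at percentile 12.7, so the place of the list depends on the named genes. Of the 14 with more than 3 fragments in a library, 2 were higher at D7, Dlk1 and Klf3. The 9 endothelial genes had a median of -0.29 (percentile 7.52), the 8 white-selective genes of 0.48 (90.4) and the 8 beige-selective genes of -0.25 (14.1). Among members with FPKM of at least 1 in a library, the beige-selective median was -1.05, and with the floor of 0.01 and the library median, chosen after seeing the data, it was -0.99 over all 8. With values of up to 3 fragments set to that limit, the medians were 2.85 over 6 white-selective and -0.50 over 7 beige-selective genes. The white-selective list shares 2 genes with the adipocyte markers, so its median is not separate from theirs. The 11 skeletal muscle genes had a median of 0 (percentile 44.4), with 5 of them above 3 fragments in a library, whose median at that limit was -1.16. The median was 0 in the 8 erythroid genes (percentile 50), none of which had more than 3 fragments in a library. The 5 smallest ratios at FPKM of at least 1 in both libraries were those of Crabp1 (0.0134), Cck (0.0340), Acta1 (0.0381), Tnc (0.0513) and Ccl7 (0.0546).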
